# MicroRNA Expression Profiling in CCl_4_-Induced Liver Fibrosis of *Mus musculus*

**DOI:** 10.3390/ijms17060961

**Published:** 2016-06-17

**Authors:** Jeongeun Hyun, Jungwook Park, Sihyung Wang, Jieun Kim, Hyun-Hee Lee, Young-Su Seo, Youngmi Jung

**Keywords:** microRNA, microarray, liver fibrosis, mouse, gene ontology

## Abstract

Liver fibrosis is a major pathological feature of chronic liver diseases, including liver cancer. MicroRNAs (miRNAs), small noncoding RNAs, regulate gene expression posttranscriptionally and play important roles in various kinds of diseases; however, miRNA-associated hepatic fibrogenesis and its acting mechanisms are poorly investigated. Therefore, we performed an miRNA microarray in the fibrotic livers of *Mus musculus* treated with carbon-tetrachloride (CCl_4_) and analyzed the biological functions engaged by the target genes of differentially-expressed miRNAs through gene ontology (GO) and in-depth pathway enrichment analysis. Herein, we found that four miRNAs were upregulated and four miRNAs were downregulated more than two-fold in CCl_4_-treated livers compared to a control liver. Eight miRNAs were predicted to target a total of 4079 genes. GO analysis revealed that those target genes were located in various cellular compartments, including cytoplasm, nucleolus and cell surface, and they were involved in protein-protein or protein-DNA bindings, which influence the signal transductions and gene transcription. Furthermore, pathway enrichment analysis demonstrated that the 72 subspecialized signaling pathways were associated with CCl_4_-induced liver fibrosis and were mostly classified into metabolic function-related pathways. These results suggest that CCl_4_ induces liver fibrosis by disrupting the metabolic pathways. In conclusion, we presented several miRNAs and their biological processes that might be important in the progression of liver fibrosis; these findings help increase the understanding of liver fibrogenesis and provide novel ideas for further studies of the role of miRNAs in liver fibrosis.

## 1. Introduction

Liver fibrosis, a typical feature of most chronic liver diseases, is characterized by excessive accumulation of extracellular matrix proteins, such as fibrillar collagen, as a result of the wound-healing response to persistent hepatic injury [1]. It accelerates the progression of liver disease by the destruction of the normal hepatic parenchyma, eventually leading to liver cirrhosis, liver failure or even liver cancer. Thus, reversing liver fibrosis is a critical point of therapy for patients with various chronic liver diseases with fibrosis, such as hepatitis B/C virus (HBV/HCV)-mediated cirrhosis, primary biliary cirrhosis and non-alcoholic steatohepatitis (NASH). Although several cytokines and signaling pathways involved in liver fibrosis have been found [1], it remains unclear how noncoding RNAs regulate the underlying mechanisms of hepatic fibrogenesis.

MicroRNAs (miRNAs) include approximately 22 nucleotides of endogenous noncoding RNAs conserved across species [2]. Newly-transcribed miRNAs have a relatively long stem-loop structure, and they are sequentially processed to become mature miRNAs by ribonuclease III enzymes Drosha and Dicer, found in the nucleus and the cytoplasm, respectively [2]. miRNAs interact with their target genes through base-pairing between their ~6–8 nucleotides in the 5′-end, called the seed sequence, and through the complementary sequences within the mRNA of the target genes, inducing degradation or translational inhibition of the mRNAs [3]. It has been reported that miRNAs are important regulators in various biological processes, such as cell proliferation, differentiation, immune response and metabolism [4,5,6], and their aberrant expression is closely associated with many diseases, including liver diseases [7,8]. Thus, miRNAs have come to the forefront as novel biomarkers and therapeutic agents for liver diseases.

Growing evidence suggests that dysregulated expression of miRNAs is closely associated with fibrosis appearing in various organs, including the liver [9,10]. Among those miRNAs, miR-21 and miR-29a/b are reported to be commonly related to fibrosis in multiple organs, including the heart, lung, skin, kidney and liver [9,10]. In the fibrotic liver, miR-21 is upregulated and promotes the transdifferentiation of quiescent hepatic stellate cells (HSCs) into myofibroblastic HSCs, a major cell type producing collagen in the liver [11]. miR-29a/b, which directly inhibits the synthesis of collagen, is downregulated during the activation of HSCs, promoting liver fibrosis [12]. In addition, miR-19b acts as an anti-fibrotic factor by regulating transforming growth factor (TGF)-β signaling in HSCs [13]. In the heart, miR-24 attenuates cardiac fibrosis and inhibits the differentiation of cardiac fibroblasts by targeting furin, a protease for TGF-β maturation [14]. miR-192 and miR-200a/b have antifibrotic roles in tubular epithelial cells, but they are profibrotic to the mesangial cells of the glomerulus in the kidney [10]. However, the studies reveal only part of the complicated mechanism of certain miRNA-mediated fibrogenesis. However, liver fibrosis is known with respect to the highly complicated physiological and molecular events. Thus, it is necessary to investigate the whole regulatory network composed of miRNA and its target genes to establish a better strategy for treating liver fibrosis.

There are currently 2603, 1920 and 807 known mature miRNAs in humans, mice and rats, respectively (miRBase, Release 21). These miRNAs were predicted to possibly bind with 19,475 (28,353 transcripts) genes in human (TargetScan, Release 7) and 18,615 (23,795 transcripts) genes in mice (TargetScan, Release 6). A recent study shows that more than one-third of human genes are regulated by miRNAs [6]. However, among these huge amounts of potential factors, it is difficult to investigate which miRNAs and which targets of a specific miRNA are important in the pathogenesis of disease. Therefore, microarray and functional analysis for their target genes are good methods to identify important miRNAs that play the essential roles in the pathological processes by regulating the expression of target genes.

In the present study, we analyzed the expressional level of genome-wide miRNAs in livers of carbon-tetrachloride (CCl_4_)- or corn oil-treated mice using the miRNA array assay. We found that a total of eight miRNAs were differentially expressed in fibrotic livers of CCl_4_-treated mice compared to the control livers of corn oil-treated mice (>2-fold, *p* < 0.05). A bioinformatics analysis showed that these miRNAs targeted 4079 potential genes. To identify the mechanisms regulated by these miRNAs during liver fibrosis, we conducted gene ontology (GO) analysis and in-depth Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the putative target genes. Seventy-two enriched signaling pathways were found to be associated with liver fibrosis (*p* < 0.05), and a total of 843 genes among 4079 potential target genes were shown to be involved in these enriched signaling pathways (*p* < 0.05). These enriched pathways were largely classified into metabolic-related pathways. These results demonstrate that differentially-expressed miRNAs in fibrotic livers target specific genes, being involved in metabolic-related pathways, suggesting that understanding the potential biological functions of these miRNAs in these pathways will help to develop novel therapeutics in treating patients with liver disease.

## 2. Results

### 2.1. Carbon-Tetrachloride-Induced Liver Fibrosis in Mice

CCl_4_ is a well-known chemical that induces liver fibrosis through a hepatotoxic injury-mediated response in experimental animals [15,16]. To generate a chronically-damaged liver with fibrosis, we exposed mice to CCl_4_ for 10 weeks by intraperitoneal injection. Histomorphological changes after CCl_4_ treatment were examined by hematoxylin-eosin (H&E) stain (Figure 1). H&E staining showed that dead or ballooned hepatocytes were accumulated around the central vein, and immune cells infiltrated into the interspaces of these damaged hepatocytes in the liver sections of the CCl_4_-injected mice. In addition, Sirius red staining presented the collagen deposition and fibrotic septa formed by the collagen matrix in livers of CCl_4_-treated mice (Figure 1). Those morphological changes and this collagen deposition were rarely detected in the livers of corn oil-treated mice. These results suggest that CCl_4_ promotes hepatic fibrosis in mice.

### 2.2. Dysregulated MicroRNAs’ (miRNAs) Expression in Fibrotic Livers

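Liver RNA of 6 mice was profiled on miRNA arrays. The 3 mice of the CCl4 group received carbon tetrachloride, a solvent toxic to hepatocytes, at 0.6 mL/kg in corn oil, and the 3 control mice received corn oil alone. Injections began at 7 weeks of age and were given 2 times a week for 10 weeks, and livers were taken 48 h after the last one. Each RNA was labeled with a single dye, Cy3, and hybridized to its own array. The authors deposited the scanner output of each array, in which the Feature Extraction software had subtracted the background and summed the spots of each miRNA to a total signal, an intensity on a linear scale without normalization between arrays. The software detected 193, 186 and 187 miRNAs on the corn oil arrays and 245, 227 and 334 miRNAs on the CCl4 arrays. The summed signal of the detected miRNAs was 177198, 169669 and 167865 on the corn oil arrays and 177351, 174365 and 316413 on the CCl4 arrays. The third CCl4 array differed from the other CCl4 arrays before any normalization. Its rank correlation with them was 0.856 and 0.860, whereas arrays of the same group correlated at 0.979 or more when it was left out. The total signal of miR-122-5p, an abundant hepatocyte miRNA, was 2158 on this array, 13110 and 15544 on the other CCl4 arrays and between 16613 and 18345 on the corn oil arrays. All 6 arrays lay on 1 slide, with the CCl4 arrays in the first row and the corn oil arrays in the second, so position on the slide and treatment cannot be told apart. For the comparison, the total signals of the 166 miRNAs detected on all 6 arrays were put on the log2 scale, quantile normalized and fitted with limma. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The number of arrays, 3 in each group, limits the precision of every value.

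**Figure D1:**
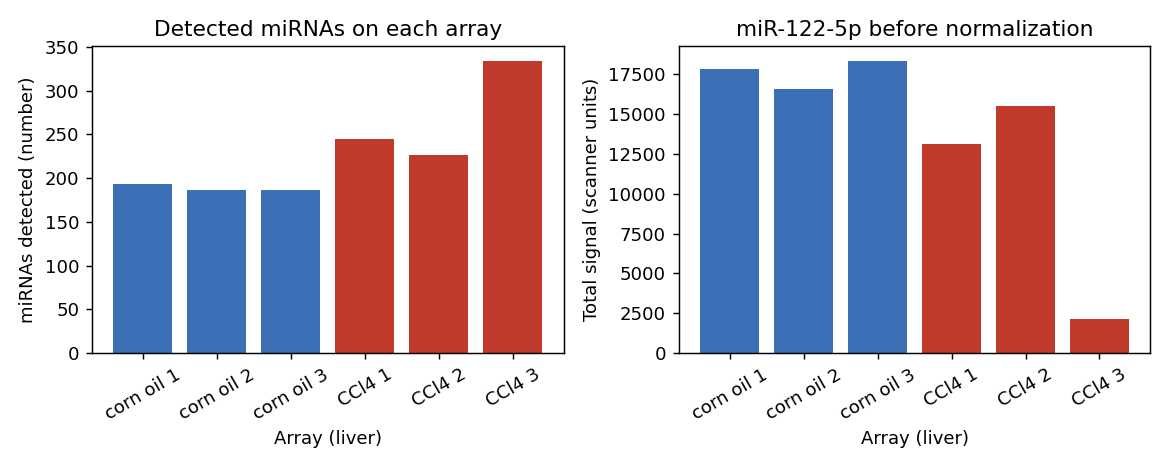
Number of miRNAs detected on each array (left) and total signal of miR-122-5p in scanner units before normalization (right), with 1 bar for each liver, corn oil in blue and CCl4 in red. The third CCl4 array has the most detected miRNAs, 334, and the lowest miR-122-5p signal, 2158.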

To investigate the miRNA expression profile in fibrotic liver, we performed miRNA array analysis on CCl_4_-induced fibrotic livers and compared them to control livers. A total of 12 miRNAs that showed more than a two-fold difference between CCl_4_-treated and control livers were filtered (*n* = 3/each group, *p* < 0.05). Among these 12 miRNAs, seven miRNAs, including mmu-miR-574-5p, mmu-miR-466i-5p, mmu-miR-342-3p, mmu-let7i-5p, mmu-miR-34a-5p, mmu-miR-188-5p and mmu-miR-5119, were upregulated, whereas five miRNAs, including mmu-miR-378a-3p, mmu-miR-202-3p, mmu-miR-378b, mmu-miR-378d and mmu-miR-212-3p, were downregulated in CCl_4_ compared to the control group (Table 1). 

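In the limma fit, 20 of the 166 miRNAs were called, 12 higher and 8 lower in the CCl4-treated livers. At the adjusted p alone, 22 miRNAs passed, and 29 passed an unadjusted p with the same fold change. The values of the CCl4 and corn oil arrays did not overlap for 65 of the 166 miRNAs, 39.2%, where chance alone gives 10.0%. For a single miRNA the smallest two-sided p of an exact permutation test of 3 livers against 3 is 0.1, so such a test cannot pass 0.05 here. The alternative that moved the count most was to test all 1247 miRNAs on the array without a detection filter, which called 1028. Of these, 1017 were lower, since most undetected miRNAs took the lowest detected signal of their array after quantile normalization. That floor lay lower on the CCl4 arrays, and the median log2 change of all miRNAs was -3.17. Single livers moved the count as well. Without CCl4 replicate 1 the fit called 5 miRNAs, and without CCl4 replicate 3 it called 28, of which 19 were among the 20.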

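The log2 fold changes of these miRNAs, CCl4 over corn oil, came from the quantile-normalized total signals (n = 3 livers per group). miR-574-5p, whose gene lies within the spans of Tlr6 and Fam114a1, changed by 3.41 (standard error 0.15, limma adjusted p = 2.7e-04). Its mean signal was 4.44 ± 0.05 (SD, log2) in the corn oil group and 7.84 ± 0.21 in the CCl4 group. miR-466i-5p, within Cdk13, changed by 3.02 (standard error 0.22, adjusted p = 1.1e-03). Both were called with any 1 of the 6 arrays left out. The primer sequences that the paper gives are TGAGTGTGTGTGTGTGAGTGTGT for miR-574-5p and TGTGTGTGTGTGTGTGTGTG for miR-466i, with runs of 6 and 10 TG repeats. miR-34a-5p rose by 1.71 (adjusted p = 0.026) and let-7i-5p by 1.07 (adjusted p = 0.022), each above the SD of both groups. With 1 array left out at a time, miR-34a-5p kept its call in 3 of the 6 fits and let-7i-5p in 2. miR-188-5p, within Clcn5, changed by 2.85 (standard error 0.65, adjusted p = 0.044), but its signal in the CCl4 group varied by 1.25 (SD) because the third array lay lower, and it was called in 1 of the 6 fits with an array left out, the one without that array (change 3.35). On the corn oil arrays at most 7.5% of its spots were well above background, so that only a bound of at least 1.78-fold holds. For miR-5119, within Cdk12, at most 30.0% of the spots on the corn oil arrays were well above background, and no fold is given. Among the miRNAs that fell, miR-212-3p, next to Mir132, fell by 1.32 (adjusted p = 0.026) and miR-202-3p fell by 1.29 (adjusted p = 0.020). Each kept its call in 2 of the 6 fits with 1 array left out. Neither was called with each array scaled to its 75th percentile. Without normalization between arrays both changes were near 0 and positive, 0.09 for miR-212-3p and 0.00 for miR-202-3p, while the median of all 166 miRNAs moved from -0.14 to 0.99. Genes were placed with the RefSeq table of assembly GRCm38.p6, which matched 18 of the 21 miRNAs looked up. From the miRNAs past its p and fold thresholds, the paper states that 7 were upregulated and 5 downregulated (Table 1).

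**Figure D2:**
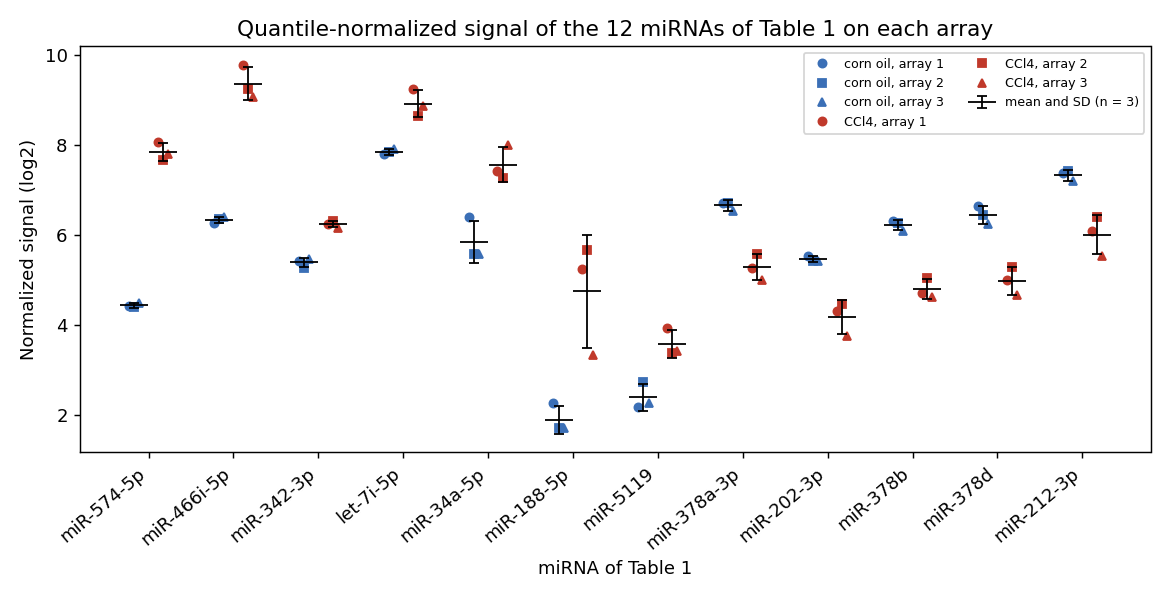
Quantile-normalized log2 signal of the 12 miRNAs of Table 1 on each array, with 1 point for each liver, corn oil in blue and CCl4 in red, and the mean and SD of each group (n = 3) as black bars. The 3 CCl4 points of miR-574-5p lie around 7.84 and the 3 corn oil points around 4.44, and the CCl4 points of miR-188-5p spread the most, with an SD of 1.25.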

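The miRNAs detected on all arrays include 111 whose levels the supplement lists and 55 that it does not. Of the 20 called miRNAs, 9 are outside Table 1. The change was 4.54 for miR-3082-5p (limma adjusted p = 4.0e-04), 2.28 for miR-199b-5p (adjusted p = 0.016), 1.93 for miR-99b-5p, 1.70 for miR-1949, 1.44 for miR-3096b-3p and 1.34 for miR-199a-5p on the log2 scale. The change was -1.19 for miR-203-3p and -1.03 for miR-22-5p. At most 10.0% of the spots of miR-3082-5p were well above background on the corn oil arrays, so its change is a bound of at least 8.16-fold. The bounds were at least 2.40-fold for miR-99b-5p and 1.87-fold for miR-1949, and at most 50.0% of the spots of miR-199a-5p were well above background on the corn oil arrays. The ninth, miR-455-3p, was not well above background in either group, and no fold is given. With 1 array left out at a time, miR-3082-5p, miR-3096b-3p and miR-1949 kept their calls in all 6 fits. The other 6 lost them without any 1 corn oil array or without CCl4 replicate 1, with miR-199b-5p between 2.03 and 2.59, miR-99b-5p between 1.46 and 2.19 and miR-199a-5p between 1.11 and 1.52 over the 6 fits. miR-203-3p lay between -1.30 and -1.08 and miR-22-5p between -1.14 and -0.92, and miR-455-3p also lost its call without CCl4 replicate 2 and miR-22-5p without CCl4 replicate 3. Without normalization the change of miR-203-3p was -0.01. Among miRNAs linked to fibrosis in other work, miR-21a-5p changed by -0.30 (adjusted p = 0.77), and by 0.47 (adjusted p = 1.8e-03) without CCl4 replicate 3, with adjusted p between 1.8e-03 and 0.84 over the alternatives. The 0.47 came from an exchange of ranks with miR-3968 (-0.47), so quantile normalization set its size and adjusted p. The total signals of miR-21a-5p were 2735, 2721 and 2630 on the corn oil arrays and 4844, 4563 and 2768 on the CCl4 arrays. The changes of miR-29a-3p, miR-29b-3p, miR-19b-3p and miR-24-3p were 0.15, 0.47, -0.39 and 0.94, and none was called. Without CCl4 replicate 3 they were 0.00, -0.05, -0.21 and 0.37. The 0.00 of miR-29a-3p shows no lack of change, because its rank was the same on every remaining array and quantile normalization then fixed its value. miR-192-5p changed by -1.98, with an SD of 2.50 in the CCl4 group, and by -0.48 without CCl4 replicate 3. miR-1904 changed by -0.75, with an adjusted p of 0.076. miR-200a-3p and miR-26a-5p changed by -0.06 and 0.31, less than the larger SD of their groups. miR-3072-5p and miR-200b-3p were not well above background in the corn oil group and their bounds were under 1-fold, so no fold is given. miR-34b-5p and miR-34c-5p were detected on CCl4 replicate 3 alone, with signals of 244 and 142. The most abundant miRNAs, miR-6366 and miR-3963, held the top ranks on every array and so could not change after quantile normalization.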

All data of the miRNA profiles are listed in Table S1.

To validate the data of the miRNA array, we conducted real-time quantitative reverse transcriptional polymerase chain reaction (qRT-PCR) for the expression of six upregulated miRNAs (mmu-miR-574-5p, mmu-miR-466i, mmu-miR-342-3p, mmu-let-7i, mmu-miR-34a and mmu-miR-188-5p) and five downregulated miRNAs (mmu-miR-378a-3p, mmu-miR-202, mmu-miR-378b, mmu-miR-378d and mmu-miR-212-3p) in liver tissues from the CCl_4_ group (*n* = 5) and the control group (*n* = 4). Because the reduced expression of miR-378a-3p, miR-378b and miR-378d in the fibrotic liver was demonstrated in the previous studies [17], duplicated results were not shown in the present study. Furthermore, analysis for miR-5119 was excluded in these assays, because miR-5119 was barely detected in the databases and was not conserved in humans and other species. It was confirmed that miR-342-3p, let-7i, miR-34a and miR-188-5p increased and miR-202, miR-378a-3p, miR-378b and miR-378d decreased in the CCl_4_-treated livers compared to the control livers (*p* < 0.05) (Figure 2). Thus, among the eleven miRNAs examined, the expression levels of eight miRNAs were consistent with the microarray results.

### 2.3. A Gene-Regulatory Network of miRNAs Altered in Liver Fibrosis

To probe what genes were targeted by the eight miRNAs differentially expressed in liver fibrosis, as confirmed by qRT-PCR analysis, and to construct networks of these miRNAs and their target genes, we conducted bioinformatics analysis on these miRNAs using miRWalk. Because miR-378a-3p, miR-378b and miR-378d were integrated into one miR-378 family in this analysis, three individual miRNA members were counted as one miRNA. Hence, six miRNAs were investigated to find their target genes. miRWalk analysis showed that a total of 4079 genes were predicted as the target genes of these selected miRNAs (cutoff at *p* < 0.05). Figure 3A presents the whole network composed of these miRNAs and their predicted target genes. Each individual miRNA had its own target genes, forming a distinct regulatory system. Each regulatory system was linked to the core target genes regulated by more than two miRNAs, making a whole system.

The top ten core target genes and their expected regulation by miRNAs are shown in Figure 3B. Interestingly, five miRNAs, including three upregulated miRNAs (let-7i, miR-188-5p and miR-342-3p) and two downregulated miRNAs (miR-202-3p and miR-378), were related to *5830404H04Rik*, a C2 calcium-dependent domain containing 2 (C2cd2). Nine other genes, protein phosphatase 1F (PP2C domain containing) (*Ppm1f*), solute carrier family 1 (glial high affinity glutamate transporter) (*Slc1a2*), prominin 2 (*Prom2*), protein kinase, AMP-activated, α 2 catalytic subunit (*Prkaa2*), MARCKS-like 1 (*Marcksl1*), ketohexokinase (*Khk*), γ-aminobutyric acid (GABA) A receptor, subunit α 3 (*Gabra3*), collagen, type IX, α 3 (*Col9a3*) and F-box and leucine-rich repeat protein 22 (*Fbxl22*), were related to the different combinations of four up- or downregulated miRNAs. A list of all predicted target genes is shown in Table S2. To examine whether the miRNAs influenced the expression of their predicted target genes, we conducted qRT-PCR analysis for these genes. The RNA levels of *5830404H04Rik*, *Slc1a2*, *Khk*, *Gabra3*, *Col9a3* and *Fbxl22* were significantly changed in the CCl_4_ group compared to the control group (Figure 4). These data indicated that dysregulated miRNAs might modulate the expression of their target genes during liver fibrogenesis.

### 2.4. Functional Analysis of the Predicted Target Genes

To investigate the functions of the target genes predicted above, we performed GO analysis for the cellular components, molecular functions and biological processes. We cut off the GO enrichment data at *p* < 0.001 and calculated the percentages of target genes involved in subcategories (Figure 5). In cellular component analysis, we found that about half of target genes were located in the cytoplasm (48.7%) (Figure 5A). Other target genes were scattered in various subcellular loci, including the intracellular (12.4%), nucleolus (8%) and cell surface (5.7%). In the molecular function assay, most target genes were related to protein-protein or protein-DNA bindings, such as the identical protein binding (22.9%), sequence-specific DNA binding (22.7%), protein kinase binding (13.9%) and protein heterodimerization activity (13.9%) (Figure 5B). In line with the fact that the protein-protein interactions are involved in the signal transduction controlling gene expression [18], the signal transduction (13.3%) and the DNA-templated positive control of transcription (13.2%) were the largest categories in biological process (Figure 5C). All data from the GO analyses on miRNA-target genes are listed in Table S3.

To further understand the biological functions of the predicted target genes in liver fibrosis, we performed KEGG pathway analyses, which provided more detailed information about the signaling pathways in which the target genes were involved. The key signaling pathways regulated by six miRNAs were selected by KEGG enrichment at *p* < 0.05 and are listed in Table 2. Interestingly, 24 of the 72 total pathways were directly related to metabolism, including metabolic pathways (25.3%), other types of *O*-glycan biosynthesis (48.4%), sphingolipid metabolism (41.7%), glycosaminoglycan biosynthesis (keratan sulfate (60%), lysine degradation (39.2%), *N*-glycan biosynthesis (38.8%), fatty acid biosynthesis (57.1%), ovarian steroidogenesis (36.2%), fatty acid degradation (36.7%), glycosphingolipid biosynthesis), lacto and neolacto series (42.3%), glycerolipid metabolism (34.5%), fatty acid metabolism (34%), valine, leucine and isoleucine degradation (33.3%), glycolysis/gluconeogenesis (31.8%), amino sugar and nucleotide sugar metabolism (34%), melanogenesis (29%), thiamine metabolism (75%), valine, leucine and isoleucine biosynthesis (75%), tryptophan metabolism (32.6%), purine metabolism (25.7%), thyroid hormone synthesis (29.6%), glycerophospholipid metabolism (28.3%), citrate cycle (tricarboxylic acid (TCA) cycle) (34.4%) and glycosaminoglycan degradation (38.1%). Additionally, several signaling pathways involved in cellular metabolic processes were included in the significantly-annotated pathways by KEGG pathway analysis. For example, the hedgehog (Hh) signaling pathway (34.7%) and tumor necrosis factor (TNF) signaling pathway (29.4%) play the critical roles in regulating metabolism of HSCs [19] and adipocytes [20], respectively. The percentages in parenthesis indicate the proportion of target genes in total genes associated with the pathway. All data from the KEGG pathway analysis of the target genes are listed in Table S4.

### 2.5. Interaction of miRNA Target Involved in Hedgehog Signaling

Among the significantly-enriched 72 pathways in the KEGG pathway analysis, Hh signaling is in our interest because it contributes to the liver fibrosis by stimulating the activation of HSCs [19,21]. To further understand how miRNAs regulate the genes involved in Hh signaling, we examined the expression of target genes involved in the Hh signaling pathway by qRT-PCR analysis. In Table 3, we summarized the Hh signaling-related putative target genes, such as bone morphogenetic protein 4 (*Bmp4*), casein kinase 1 γ 1 (*Csnk1g1*), *Csnk1g2*, growth arrest specific 1 (*Gas1*), GLI-Krüppel family member 1 (*Gli1*), *Gli3*, hedgehog-interacting protein (*Hhip*), Indian Hh (*Ihh*), cyclic adenosine monophosphate (cAMP)-dependent protein kinase catalytic subunit β (*Prkacb*), serine/threonine kinase 36 (*Stk36*), suppressor of fused homolog (*Sufu*) and members of the wingless-type mouse mammary tumor virus (MMTV) integration site family (*Wnt6*, *Wnt3*, *Wnt3a*, *Wnt10b*, *Wnt9a* and *Wnt11)*. Among the total of 17 genes, the expression of eleven genes was significantly changed in livers of the CCl_4_-treated mice compared to the corn oil-treated mice (*p* < 0.05) (Figure 6). The mRNA expression of *Wnt3a* was non-detectable in both corn oil- and CCl_4_-treated livers. Two Hh-activator genes, *bmp4* and *gli3*, targeted by miR-378, were upregulated as miR-378 was downregulated in the fibrotic liver (Table 1 and Figure 6). 

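The miR-378 genes lie within Ppargc1b for miR-378a and within Msi2 for miR-378b. After quantile normalization, miR-378a-3p fell by 1.37 on the log2 scale (standard error 0.19, limma adjusted p = 0.011), from 6.66 ± 0.11 to 5.28 ± 0.28 (SD, n = 3 livers per group). miR-378b fell by 1.42 (adjusted p = 6.8e-03) and miR-378d fell by 1.46 (adjusted p = 0.014). The total signals of miR-378a-3p before normalization were 63.5, 55.9 and 55.9 on the corn oil arrays and 47.2, 47.8 and 93.4 on the CCl4 arrays, the highest on the array with the most detected miRNAs. Without normalization between arrays the change of miR-378a-3p was 0.03 and that of miR-378b -0.03. miR-378a-3p and miR-378d each kept their call in 2 of the 6 fits with 1 array left out, and miR-378b in 5. Without CCl4 replicate 3 and with quantile normalization, miR-378a-3p fell by 1.22 (adjusted p = 4.9e-03, with a range of 1.6e-03 to 0.95 over the alternatives). Before normalization, the totals of 47.2 and 47.8 on the other CCl4 arrays lay well under 2-fold below those of the corn oil arrays. Most of this fall thus appeared only after normalization, also with that array left out.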

*Hhip*, a well-established Hh inhibitor [22,23], was analyzed to be targeted by miR-342-3p, and its expression was reduced with the increase of miR-342-3p during liver fibrosis (Table 1, Figure 2 and Figure 6). In addition, the RNA level of *Gas1*, *Prkacb*, *Stk36* and *Wnt9a* significantly decreased as the expression of their regulatory miRNAs, miR-188-5p for *Gas1*, miR-34a for *Prkacb*, let-7i for *Stk36* and let-7i and miR-342-3p for *Wnt9a*, increased in the CCl_4_ group compared to the control group. 

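miR-342-3p, whose gene lies within Evl, changed by 0.85 on the log2 scale (standard error 0.13, limma adjusted p = 0.014), from 5.39 ± 0.11 in the corn oil group to 6.24 ± 0.07 in the CCl4 group (SD, n = 3 livers each). The difference exceeded the spread in both groups but was under 2-fold, so miR-342-3p was not called. The change remained between 0.76 and 0.91 with each array left out, but the adjusted p did not stay under 0.05. It was 0.087, 0.10 and 0.081 without corn oil replicates 1, 2 and 3. Without CCl4 replicates 1, 2 and 3 it was 0.061, 0.036 and 2.1e-03, and with the replicate number as a block 0.090. miR-342-3p was called with each array scaled to its 75th percentile, with a change of 1.11, and in the authors' deposited values, with a change of 1.18. Without any normalization the change was 2.26. Other alternatives lowered the change. It was 0.65 with quantile normalization over all miRNAs before the filter (limma adjusted p = 0.090) and 0.65 without filter (adjusted p = 0.38).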

The expression of these target genes was inversely correlated with the expression of their regulatory miRNAs, showing the inhibitory effect of miRNAs on their target genes. On the other hand, the expression of *Ihh*, *Wnt10b* and *Wnt11* was elevated with the increase of their regulatory miRNAs, miR-34a, miR-342-3p and miR-188-5p, respectively, and the level of *Wnt6* was reduced with the decrease of its regulator miRNA, miR-378, in the CCl_4_ group, implying that other regulatory factors might be additionally involved in the expression of these genes. These results suggest that the miRNAs influence the liver fibrosis by altering the expression of target genes associated with Hh signaling.

## 3. Discussion

miRNAs are known to be involved in many biological processes, and their dysregulation has been reported in several diseases. miRNAs are more stable than messenger RNA and are available for quantification in various body fluids, such as serum, plasma, urine and saliva [24,25]. Thus, miRNAs are expected to be novel biomarkers. In addition, successful in vivo manipulation of certain miRNA using oligonucleotide transfection and a viral expression system suggests that miRNAs are potential therapeutic agents [26,27]. However, it is not fully understood what miRNAs are altered and what and how biological procedures are affected by miRNAs during liver fibrogenesis.

In the present study, we analyzed the liver of mice treated for 10 weeks with CCl_4_ by microarray. To investigate the distinct signaling pathways involved in CCl_4_-induced liver fibrosis, we also performed genome-wide GO and in-depth KEGG pathway enrichment analysis for the target genes of miRNAs. We found that eight miRNAs (four upregulated and four downregulated) were significantly dysregulated in CCl_4_-treated livers compared to corn oil-treated livers (*p* < 0.05), and a total of 4079 target genes were predicted for these miRNAs. GO enrichment analysis revealed that most of the putative target genes were located in the cytoplasm where most cellular biochemical reactions occur. With respect to molecular functions and biological processes, most of the miRNA target genes were involved in signal transduction, which is a series of biochemical events in response to extracellular signals and mediates the metabolism and gene expression in the cells. For example, miR-26a targeting several key regulators of hepatic metabolism and insulin signaling, such as GSK3β, PKCδ/θ, ACSL3/4, PCK1 and TCF7L2, ameliorates the obesity-induced metabolic complications by improving the insulin sensitivity and decreasing both of the hepatic glucose production and the fatty acid synthesis in mice fed with a high-fat diet [28].

In the KEGG pathway enrichment analysis for assessing the biological functions of putative target genes, we sorted out the 72 total signaling pathways that might be critical in the progression of liver fibrosis (*p* < 0.05). We found several pathways that were known to be involved in liver fibrosis, such as the AMPK signaling pathway (36.4%) [29], the FoxO signaling pathway (31.1%) [30], the Notch signaling pathway (38.8%) [31], the mitogen-activated protein kinase (MAPK) signaling pathway (26.9%) [32], the estrogen signaling pathway (30.6%) [33], the p53 signaling pathway (32.4%) [34], the hedgehog signaling pathway (34.7.5%) [35], the mechanistic target of rapamycin (mTOR) signaling pathway (32.8%) [36], hepatitis B (27.6%) [37], the PI3K-Akt signaling pathway (24.5%) [38], cAMP signaling pathway (25.8%) [39], the TGF-β signaling pathway (29.3%) [40] and the hypoxia-inducible factor (HIF)-1 signaling pathway (27%) [41]. In addition, a main biological process involving various metabolic pathways was found in this analysis.

Metabolic pathways are closely associated with liver functions, because the hepatocytes occupying over 80% of the liver mass are responsible for carbohydrate, lipid and protein metabolism. Metabolic syndromes, such as obesity, diabetes, hyperdyslipidemia, hypercholesterolemia and insulin resistance, are related to nonalcoholic fatty liver disease, capable of ongoing hepatic fibrogenesis [42]. Recently, altered protein glycosylation has been shown to regulate the activation of HSCs [43] and the pathogenesis of various liver diseases [44]. Glycoproteins, such as fibronectin, laminin and hyaluronic acid, are overexpressed in fibrotic livers [45]. In addition, the oligonucleotide microarray for glycan-related genes and the lectin (glycan-recognizing protein) microarray for structure profiling of glycan reported the altered expression of glycan-related genes and changed glycan patterns on the surface of hepatocytes in the fibrotic livers of CCl_4_-treated mice [46]. In line with these findings, glycan-associated metabolic pathways, including the other types of *O*-glycan biosynthesis (48.4%), glycosaminoglycan biosynthesis (keratin sulfate (60%)), *N*-glycan biosynthesis (38.8%), glycosaminoglycan degradation (38.1%) and proteoglycans in cancer (24.9%), were highly enriched in the present study.

Recent studies demonstrate that Hh signaling plays the essential roles in liver fibrosis by controlling the metabolism of HSCs. Hh signaling induces the activation of HSCs by increasing the expression of genes involved in glycolysis, whereas the suppression of the Hh pathway in activated HSCs reduces the number of glycolysis-occurring HSCs and the degree of liver fibrosis in mice [19]. Furthermore, curcumin, the polyphenolic chemical from turmeric, reduces the expression of glycolysis-regulatory genes by inhibiting the Hh signaling pathway in HSCs of rat fibrotic liver [47]. These findings suggest that the miRNAs targeting Hh signaling, among differentially-expressed miRNAs in liver fibrosis, influence the HSC metabolic pathways and activation by regulating Hh signaling. In the current study, the Hh-related genes, including *Bmp4*, *Gas1*, *Gli3*, *Hhip*, *Ihh*, *Prkacb*, *Stk36*, *Wnt6*, *Wnt10b*, *Wnt9a* and *Wnt11*, were dysregulated in our murine model of CCl_4_-induced liver fibrosis. Hhip is a well-known repressor of Hh ligands (Sonic Hh, Indian Hh, Desert Hh) [48,49] and known to be downregulated in the injured liver [50]. As the expression of *Hhip* was lowered, its putative regulator miR-342-3p and the RNA level of *Ihh* and *Gli3* were significantly elevated in the CCl_4_ group compared to the control group (*p* < 0.05). These findings imply that the activation of Ihh-mediated Hh signaling may be promoted by miR-342-3p-mediated inhibition of Hhip during liver fibrosis. *Bmp4* was reported to be induced by Sonic Hh and Ihh [51,52], and its expression was significantly elevated in the fibrotic livers of rat with bile duct ligation and an in vitro-cultured rat HSC line [53]. In line with these findings, the RNA level of *Bmp4* was greatly higher in CCl_4_-treated fibrotic liver than corn oil-treated liver of mice in the present study. Although four other Hh-related genes, including *Gas1*, *Prkacb*, *Stk36* and *Wnt9a*, were significantly downregulated with the simultaneous upregulation of their regulator miRNAs in the CCl_4_ group compared to the control group, the roles of these Hh-related genes in liver fibrosis is poorly understood. Further studies are needed to elucidate their function in liver. Consistent with our data, *Wnt10b* was reported to be elevated in primary rat HSCs during activation [54]. Although the function of *Wnt11* and *Wnt6* in liver fibrosis was unknown, *Wnt11* was shown to enhance the expression of mesenchymal markers, such as Zeb1, Snail1, Pai1 and α-SMA, in response to the TGF-β signaling in renal fibrosis [55], and *Wnt6* was reported to be downregulated during renal fibrogenesis [56]. *Wnt10b*, a putative target gene of miR-342-3p, and *Wnt11* targeted by miR-188-5p were upregulated in the fibrotic liver, although the expression of miR-342-3p and miR-188-5p were elevated. In addition, the expression of w*nt6* targeted by miR-378 decreased, despite the reduction of miR-378 in CCl_4_-treated liver. These results suggest that other factors might be involved in regulating the expression of these genes, rather than the miRNA-induced gene silencing. It is also possible that the miRNAs positively regulate the expression of *Wnt10b*, *Wnt11* and *Wnt6*, because miRNAs are known to be able to upregulate the expression of their target genes depending on the types of cells, cell culture condition and association with other regulatory elements [57,58]. Therefore, additional studies are further required to understand what kinds of miRNAs positively or negatively regulate the expression of their putative target genes, and consequentially, how they influence cellular events during liver fibrosis.

In the KEGG analysis presenting the relation between miRNAs and their target genes, a total of 843 putative target genes were predicted to be involved in the top 72 pathways associated with CCl_4_-induced hepatic fibrosis. Among these predicted targets, 680 genes were each individually connected with a single dysregulated miRNA, whereas 163 genes were related to more than two miRNAs. *Prkaa2*, one of the core target genes (Figure 3B) related to miR-378, miR-342-3p, miR-188-5p and let-7i, seems to be involved in the FoxO signaling pathway, mTOR signaling pathway, PI3K-Akt signaling pathway, AMPK signaling pathway, insulin signaling pathway and the adipocytokine signaling pathway. Of the putative target genes, 231 target genes were predicted to be modulated by miR-342-3p, which was reported to control lipogenesis and cholesterogenesis by targeting SREBP-1, a key transcription factor for lipogenesis-related genes, such as fatty acid synthase (FASN) and 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR). In addition, the level of miR-342-3p was reported to be higher in liver cirrhosis and NASH than chronic hepatitis and nonalcoholic fatty liver, respectively, although its function in cirrhosis and NASH was not investigated [59,60]. miR-34a was predicted to be connected with 245 target genes. miR-34a, which is a member of the miR-34 family composed of miR-34a, -34b and -34c, is well known as a tumor suppressor in various kinds of cancers, including liver cancer [61]. During liver regeneration after partial hepatectomy, miR-34a was highly upregulated [62]. In addition, matrix metallopeptidase 9 (MMP9), a marker of activated HSC, was upregulated in human hepatocytes transfected with miR-34a precursor, and the level of miR-34a increased in ethanol-exposed hepatocyte and liver followed by upregulation of the MMP9 in mice [63]. Taken together, those results indicate that miR-34a is associated with liver fibrosis.

Among the downregulated miRNAs, the expression of miR-378 was validated in both the fibrotic livers of CCl_4_-treated mice and in the activated HSCs in our previous study [17]. We demonstrated that miR-378 promoted the inactivation of HSCs by targeting Gli3, a transcriptional factor of Hh signaling. This reduced expression of miR-378 and induced expression of miR-34a-5p were also shown in the fibrotic liver of dimethylnitrosamine (DMN)-treated rats [64] and methionine/choline-deficient (MCD)-dieted mice [65]. In addition, miR-202 was shown to be a tumor suppressor that inhibited cell proliferation by targeting Gli1, a transcription factor of the Hh signaling pathway, in gastric cancer [66]. In the current studies, miR-202 was predicted to target Col9α3, a fibrillar collagen, increased in fibrotic liver. These findings suggest the potential of miR-202 as an anti-fibrotic factor in the liver.

We reported eight miRNAs differentially expressed in the fibrotic liver, whereas other groups found more than eight miRNAs showing the change of expression in the fibrotic liver [64,65,67]. There are several factors influencing the data, such as the method of microarray analysis, mouse strain, chemical, period of chemical or injury treatment [17]. The SurePrint G3 Mouse miRNA Microarray (Agilent, Santa Clara, CA, USA) that covered 1247 unique mouse miRNA targets using a more updated version (miRBase v19.0 [68]) was employed to analyze our sample. Hence, our microarray data analyzed by the more advanced version provided the updated miRNA expression profiles in chronically-damaged liver with fibrosis. In addition, the expression change of eight miRNAs among 12 miRNAs was validated through qRT-PCR. 

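The scanner output holds 52044 spots per array, of which 49880 belong to 1247 mouse miRNAs with 40 spots each. No spot was saturated. The detected miRNAs were 14.9% to 15.5% of these on the corn oil arrays and 18.2% to 26.8% on the CCl4 arrays. The 3 most abundant miRNAs took between 58.0% and 77.8% of the detected signal. Of the 1247 miRNAs, 1019 matched a gene of the RefSeq table of GRCm38.p6.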

As described above, up- or downregulation of miR-378, miR-34a-5p and miR-202 was reported by other independent studies [64,65,66].

## 4. Materials and Methods

### 4.1. Experimental Animal Model

Animal models of liver fibrosis were constructed as previously described [17,69]. Six-week-old male C57BL/6 mice were purchased from Hyochang (Dae-gu, Korea), maintained under a twelve-hour light/dark cycle and allowed free access to food and water. After one week for adaptation, mice received intraperitoneal injection of 0.6 mL/kg body weight of carbon-tetrachloride (CCl_4_, Sigma-Aldrich, St. Louis, MO, USA) dissolved in corn oil, twice a week for ten weeks, in order to induce liver fibrosis. Mice having the same volume of corn oil were used for the control group (*n* = 6/each group). At forty-eight hours after the last injection, mice were sacrificed, and liver tissues were collected. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH, New York, NY, USA). All animal care and experiments were approved by the Pusan National University Institutional Animal Care and Use Committee (PNU-IACUC).

### 4.2. Hematoxylin-Eosin and Sirius Red Staining

Liver specimens were fixed in 10% neutral buffered formalin (NBF, Sigma-Aldrich), embedded in paraffin and cut into 4-µm sections. To perform the H&E and Sirius red staining to examine hepatic morphology and fibrosis, respectively, specimens were deparaffinized, hydrated and stained by standard methods.

### 4.3. RNA Isolation and MicroRNA Microarray

Total RNA, including miRNA, was purified from liver tissues by using TRIzol Reagent (Ambion, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instruction. RNA quantity and quality were determined using a NanoDrop (Thermo Fisher Scientific Waltham, MA, USA) and Bioanalyzer (Agilent, Santa Clara, CA, USA). Desalted Cy3-labeled RNA was prepared from 100 ng of total RNA by using Agilent’s miRNA Complete Labeling and Hyb Kit (Agilent, Santa Clara, CA, USA) and then hybridized to the Agilent miRNA expression microarray according to the protocols provided by the manufacturer. The SurePrint G3 Mouse miRNA Microarray, Release 19.0, 8 × 60 K (Agilent, Inc., Santa Clara, CA, USA), platform was used for miRNA profiling, and raw data were extracted using the software provided by Agilent Feature Extraction Software (v11.0.1.1). For microarray analysis, raw data were firstly filtered by flag signal as the detection in all samples. 

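The detection flag of the scanner software set on all 6 arrays kept 166 miRNAs, and the 111 miRNAs of Table S1 are all among them. The 55 others included 7 that were well above background at all spots of all arrays, and the total signals of all 55 were above 1.90, the lowest signal of a miRNA of Table S1. With miRNAs kept that were detected on all arrays of at least 1 group, 215 were tested and 34 called, 15 higher and 19 lower, with undetected signals set to a floor of each array. Of the 19 lower, 6 were detected on all CCl4 arrays and on at most 1 corn oil array, so this floor set their direction, and 10 were detected on all arrays. Among the 215, 22 miRNAs were detected on all CCl4 arrays and on no corn oil array, and 1, miR-721, on all corn oil arrays and no CCl4 array. Only 2 of the 22, miR-1196-5p and miR-669n, were also well above background on over 50% of the spots of all CCl4 arrays. Against the lowest detected signals after scaling to the 75th percentile, they were at least 10.4-fold and 8.33-fold higher in the CCl4 group. miR-132-3p and miR-5128 had 32.5% and 50.0% of their spots well above background on CCl4 replicate 2, and miR-721 had 12.5% and 10.0% on corn oil replicates 2 and 3, so no fold is given for these.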

Filtered raw data were processed using the limma Bioconductor package [70] in the R statistical environment [71]. 

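The authors' deposited values cover 111 miRNAs, and each array holds the same 111 values in another order, an intensity quantile normalized on the linear scale. Fitted with limma on the log2 scale, they gave 12 called miRNAs, 7 higher and 5 lower, and 14 at the adjusted p alone. The log2 fold changes differed from those of Table S1 by at most 1.2e-05. The scanner totals of the same 111 miRNAs, quantile normalized on the linear scale, differed from Table S1 by at most 4.9e-06. Over all 166 miRNAs, quantile normalization on the linear scale gave 20 calls, all 20 shared with the log2 scale. Without normalization 18 miRNAs were called, all higher. The values in the deposited columns of corn oil replicates 1, 2 and 3 have the rank order of the scanner arrays of corn oil replicates 2, 3 and 1, which leaves the group means unchanged.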

After the quantile normalization of data, differentially-expressed miRNAs were identified with *p* < 0.05 and fold changes >2. The microarray data have been deposited in the NCBI GEO database under the accession code GSE77271.

### 4.4. Real-Time Quantitative Reverse Transcriptional Polymerase Chain Reaction Analysis

Template cDNA was synthesized from total RNA using the miScript Reverse Transcriptase Kit (Qiagen, Hilden, Germany) or the SupersScript First-strand Synthesis System (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Then, real-time PCR was performed using the miScript SYBR Green PCR Kit (Qiagen) or Power SYBR Green Master Mix (Applied Biosystem, Thermo Fisher Scientific, Waltham, MA, USA) on the manufacturer’s specification (Mastercycler Real-Time PCR machine, Eppendorf, Hamburg, Germany). All reactions were in triplicate, and data were analyzed according to the ∆∆*C*_t_ method. U1A small nuclear RNA (RNU1A) for miRNA and 40S ribosomal protein S9 mRNA for mRNA were used for normalization of the expression level. The sequences of miRNA primers used in this study are as follows: mmu-miR-574-5p, TGAGTGTGTGTGTGTGAGTGTGT; mmu-miR-466i, TGTGTGTGTGTGTGTGTGTG; mmu-miR-342-3p, TCTCACACAGAAATCGCACCCGT; mmu-let-7i-5p, TGAGGTAGTAGTTTGTGCTGTT; mmu-miR-34a-5p, TGGCAGTGTCTTAGCTGGTTGT; mmu-miR-188-5p, CATCCCTTGCATGGTGGAGGG; mmu-miR-202-3p, AGAGGTATAGCGCATGGGAAGA; mmu-miR-212-3p, TAACAGTCTCCAGTCACGGCCA; U1A snRNA, CGACTGCATAATTTGTGGTAGTGG. These primers were used in combination with the miScript Universal primer (Qiagen). The sequences of mRNA primers used in this study are listed in Table 4.

### 4.5. Statistical Analysis

Results of qRT-PCR analysis are shown as the mean ± standard error of mean (SEM) among individuals of the same group. Statistical significances between control and CCl_4_-treated groups were analyzed by the unpaired two-sample Student’s *t*-test, and *p* < 0.05 (one-tailed) was considered as significantly different.

### 4.6. MicroRNA Target Prediction

The miRWalk database [72] was used to identify target genes of 6 differentially-expressed miRNAs. In this analysis, genes with *p* < 0.05 were regarded as predicted and validated targets. To construct the overall network between miRNAs and target genes, we visualize interactions using the Cytoscape software [73]. In a network, green triangles represent differentially-expressed miRNAs, and black circles represent target genes. The color variations of edges are as follows: red, upregulated miRNAs; blue, downregulated miRNAs. Furthermore, the size of circles reflects the number of interactions with miRNAs.

### 4.7. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Enrichment Analyses

To investigate the biological functions of potential target genes controlled by hepatic fibrosis-associated miRNAs, we attempted to conduct GO enrichment analysis. To accomplish this, we downloaded GO annotation data for *Mus musculus* from the UniProt database [74] and matched to target genes via the python language script. In addition, KEGG enrichment analysis was carried out using total pathways and modules’ data. These data were downloaded using the WGET program that retrieves contents from web sites [75] and matched to target genes in the same way as for GO enrichment analysis. Finally, the results of GO and KEGG enrichment analysis were ranked with statistical significance by calculating their *p*-values based on hypergeometric distribution with *p* < 0.001 and *p* < 0.05 considered to indicate significance, respectively [76].

## 5. Conclusions

In conclusion, we identified a total of eight miRNAs differentially expressed in fibrotic livers of CCl_4_-treated mice compared to the control livers of corn oil-treated mice. We first performed the bioinformatics analysis for these eight miRNAs, including target prediction, using miRWalk, GO analysis and KEGG pathway enrichment analysis. This approach demonstrates that enriched GO and pathways are consistent with well-known and associated signaling pathways involved in liver fibrosis. In addition, it showed that the dynamic interactions of various signaling pathways contributed to hepatic fibrogenesis and that these complicated networks were regulated by miRNAs. Although further study is needed to verify the potential roles of these miRNAs in liver, they may help to develop novel diagnostic biomarkers and therapeutic targets in chronic liver diseases with fibrosis.

## Figures and Tables

**Figure 1:**
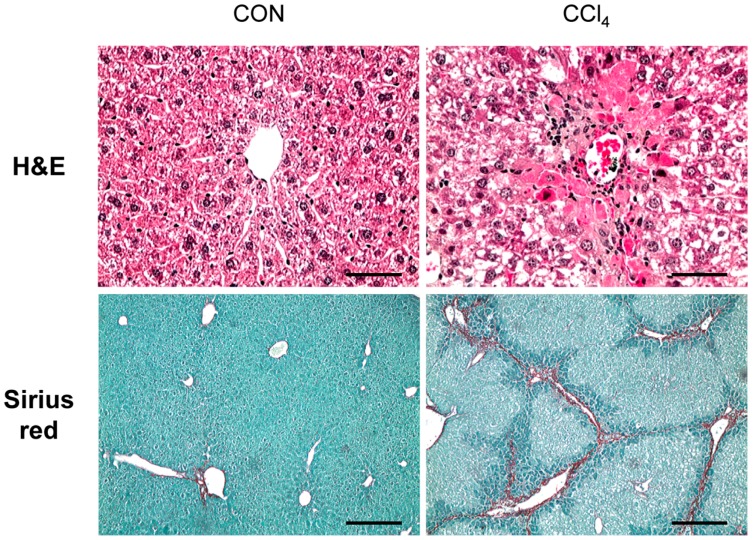
Changes of liver histomorphology and increased fibrosis in carbon-tetrachloride (CCl_4_)-treated livers. Hematoxylin-eosin (H&E) staining shows hepatocyte necrosis and immune-cell infiltration of the liver from representative CCl_4_-treated mice compared to corn oil-treated mice (CON) (scale bar = 50 µm). Sirius red staining in liver sections from representative CON and CCl_4_-treated mice shows the excessive collagen deposition in CCl_4_-treated livers (scale bar = 100 µm).

**Figure 2:**
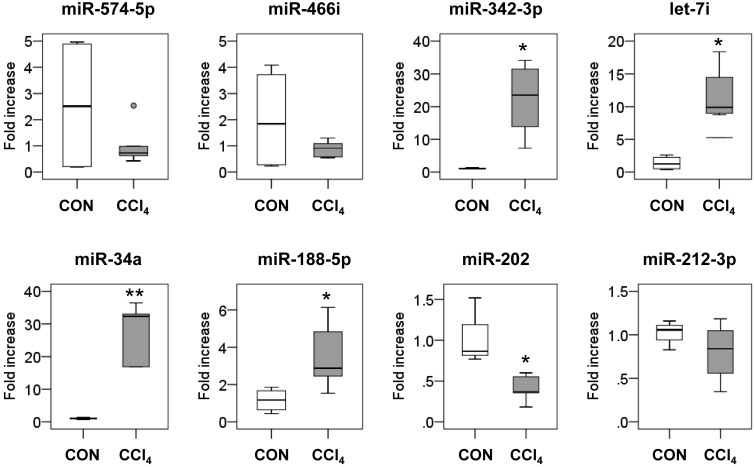
Validation of miRNA microarray results by real-time quantitative reverse transcriptional polymerase chain reaction (qRT-PCR). qRT-PCR analysis was performed to validate the expression of dysregulated miRNAs in CCl_4_-treated livers, including six upregulated miRNAs (miR-574-5p, miR-466i, miR-342-3p, let-7i, miR-34a and miR-188-5p) and two downregulated miRNAs (miR-202 and miR-212-3p) in liver tissues from corn oil-treated mice (CON) (*n* = 4) and CCl_4_-treated mice (*n* = 5). Medians and ranges are graphed (* *p* < 0.05, ** *p* < 0.005, *vs.* the CON group). A small dot indicates the maximum observation beyond the range.

**Figure 3:**
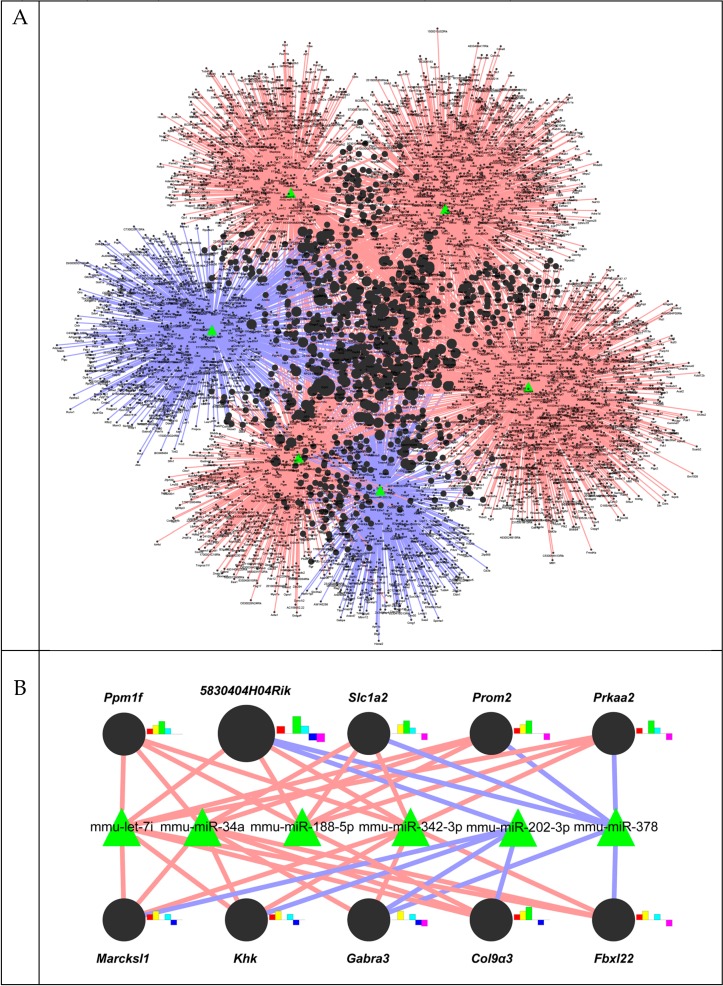
The regulatory network of miRNAs and target genes. The interaction network between miRNAs and target genes was generated by the Cytoscape program. Green-triangle and black-circle nodes indicate six differentially-expressed miRNAs and 4079 target genes, respectively. Color variations of the edges are as follows: red, upregulated miRNAs; blue, downregulated miRNAs. The size of the circle nodes indicates the numbers of associated miRNAs. The smallest node represents genes associated with one miRNA, while the largest node represents genes associated with five miRNAs. (**A**) Total network; (**B**) top 10 core networks. Bar graphs on the right side of target genes show the log change of associated miRNAs in CCl_4_-treated livers (red: let-7i, yellow: miR-34a, green: miR-188-5p, sky blue: miR-342-3p, blue: miR-202-3p, pink: miR-378).

**Figure 4:**
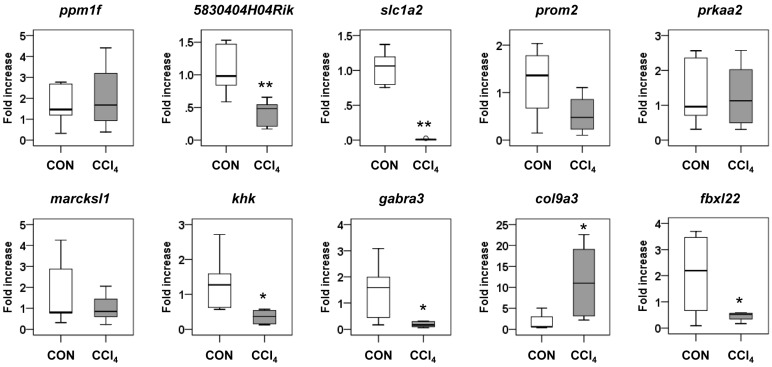
Expressions of top 10 core genes, *Ppm1f*, *5830404H04Rik*, *Slc1a2*, *Prom2*, *Prkaa2*, *Marcksl1*, *Khk*, *Gabra3*, *Col9a3* and *Fbxl22*, targeted by more than four miRNAs in liver tissues from corn oil-(CON) (*n* = 6) or CCl_4_-treated mice (*n* = 6). Medians and ranges are graphed (* *p* < 0.05, ** *p* < 0.005, *vs.* the CON group).

**Figure 5:**
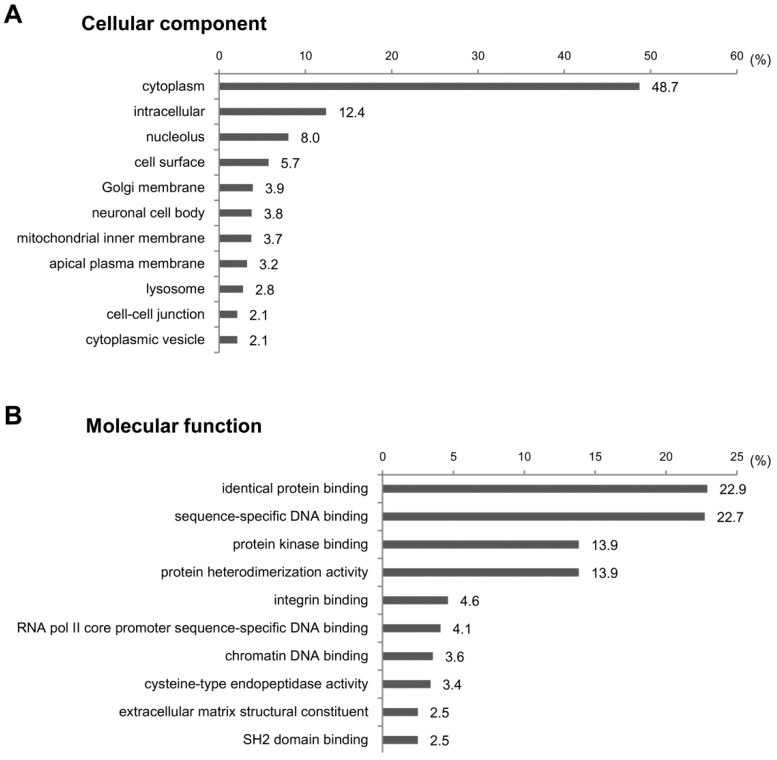

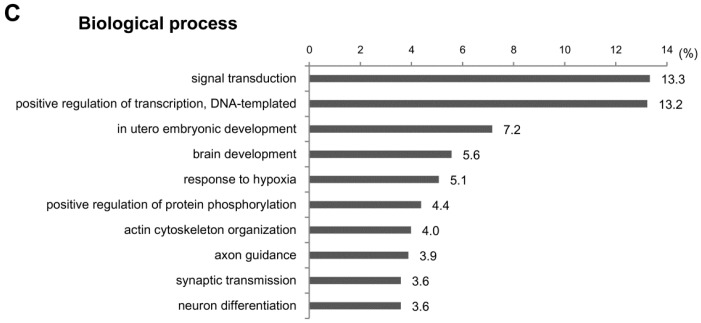
GO analysis of predicted target genes of dysregulated miRNAs in CCl_4_-induced liver fibrosis. GO enrichment analysis was conducted to investigate the functions of target genes of differentially-expressed miRNAs in CCl_4_-treated livers. A total of 63 terms were identified based on a *p*-value of <0.001. The top 10 GO terms and percentage of target genes are displayed in the graph. All data from the GO analyses on miRNA-target genes are listed in Table S3. (**A**) Cellular component; (**B**) molecular function; (**C**) biological process.

**Figure 6:**
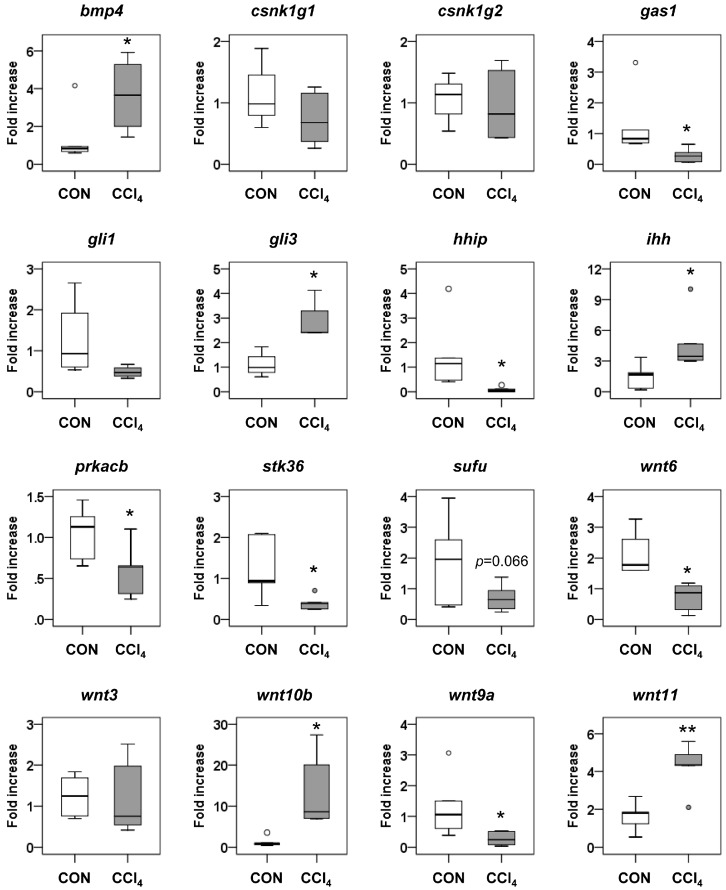
Expressions of target genes involved in the Hh signaling pathway. qRT-PCR analyses on the genes involved in Hh signaling, including *Bmp4*, *Csnk1g1*, *Csnk1g2*, *Gas1*, *Gli1*, *Gli3*, *Hhip*, *Ihh*, *Prkacb*, *Stk36*, *Sufu*, *Wnt6*, *Wnt3*, *Wnt10b*, *Wnt9a* and *Wnt11*, were conducted in liver tissues from corn oil-treated mice (CON) (*n* = 6) and CCl_4_-treated mice (*n* = 6). Medians and ranges are graphed (* *p* < 0.05, ** *p* < 0.005, *vs.* the CON group). Small dots indicate the maximum or minimum observations beyond the range.

**Table 1:** Dysregulated microRNAs (miRNAs) in carbon-tetrachloride (CCl_4_)-induced liver fibrosis (>2-fold, *p* < 0.05).

Probe ID	Log2 Change (CCl_4_/Corn Oil)	Fold Change (CCl_4_/Corn Oil)	Adjust *p*-Value
Upregulated miRNAs			
mmu-miR-574-5p	3.625210638	12.33949	0.000259147
mmu-miR-466i-5p	3.084363793	8.481761	0.000830411
mmu-miR-342-3p	1.180557713	2.266644	0.003273323
mmu-let-7i-5p	1.136496066	2.198464	0.016247731
mmu-miR-34a-5p	1.871455739	3.659016	0.032876548
mmu-miR-188-5p	2.700779126	6.501529	0.042779303
mmu-miR-5119	1.048052536	2.067737	0.042779303
Downregulated miRNAs			
mmu-miR-378a-3p	−1.338779005	0.395355	0.00162313
mmu-miR-202-3p	−1.079114551	0.473319	0.003273323
mmu-miR-378b	−1.360233472	0.389519	0.003273323
mmu-miR-378d	−1.424843795	0.37246	0.003273323
mmu-miR-212-3p	−1.132709203	0.456058	0.018962762

**Table 2:** Significantly-enriched top 40 pathways of the target genes of differently-expressed miRNAs in CCl_4_-induced liver fibrosis (*p* < 0.05).

KEGG ID	Pathway	*p*-Value	KEGG ID	Pathway	*p*-Value
mmu01100	Metabolic pathways	8.71 × 10^−8^	mmu04020	Calcium signaling pathway	3.75 × 10^−3^
mmu04152	AMPK signaling pathway	6.75 × 10^−6^	mmu00071	Fatty acid degradation	4.23 × 10^−3^
mmu04920	Adipocytokine signaling pathway	4.78 × 10^−5^	mmu04022	cGMP-PKG signaling pathway	4.62 × 10^−3^
mmu05200	Pathways in cancer	1.90 × 10^−4^	mmu04915	Estrogen signaling pathway	6.78 × 10^−3^
mmu00514	Other types of *O*-glycan biosynthesis	3.13 × 10^−4^	mmu00601	Glycosphingolipid biosynthesis: lacto and neolacto series	7.17 × 10^−3^
mmu00600	Sphingolipid metabolism	4.13 × 10^−4^	mmu00561	Glycerolipid metabolism	7.21 × 10^−3^
mmu00533	Glycosaminoglycan biosynthesis: keratan sulfate	7.12 × 10^−4^	mmu04115	p53 signaling pathway	9.55 × 10^−3^
mmu04910	Insulin signaling pathway	9.09 × 10^−4^	mmu04666	Fc γ R-mediated phagocytosis	9.57 × 10^−3^
mmu00310	Lysine degradation	1.04 × 10^−3^	mmu04014	Ras signaling pathway	1.00 × 10^−2^
mmu04068	FoxO signaling pathway	1.08 × 10^−3^	mmu04725	Cholinergic synapse	1.01 × 10^−2^
mmu04974	Protein digestion and absorption	1.34 × 10^−3^	mmu04340	Hedgehog signaling pathway	1.02 × 10^−2^
mmu04210	Apoptosis	1.53 × 10^−3^	mmu04668	TNF signaling pathway	1.03 × 10^−2^
mmu00510	*N*-Glycan biosynthesis	1.62 × 10^−3^	mmu04660	T cell receptor signaling pathway	1.05 × 10^−2^
mmu04330	Notch signaling pathway	1.62 × 10^−3^	mmu04150	mTOR signaling pathway	1.12 × 10^−2^
mmu04080	Neuroactive ligand-receptor interaction	1.83 × 10^−3^	mmu04142	Lysosome	1.25 × 10^−2^
mmu04611	Platelet activation	2.06 × 10^−3^	mmu04550	Signaling pathways regulating pluripotency of stem cells	1.26 × 10^−2^
mmu00061	Fatty acid biosynthesis	2.21 × 10^−3^	mmu01212	Fatty acid metabolism	1.27 × 10^−2^
mmu04913	Ovarian steroidogenesis	2.56 × 10^−3^	mmu05340	Primary immunodeficiency	1.28 × 10^−2^
mmu04360	Axon guidance	2.84 × 10^−3^	mmu00280	Valine, leucine and isoleucine degradation	1.31 × 10^−2^
mmu04010	MAPK signaling pathway	3.34 × 10^−3^	mmu00010	Glycolysis/gluconeogenesis	1.36 × 10^−2^

MAPK, mitogen-activated protein kinase; PKG, protein kinase G; TNF, tumor necrosis factor; mTOR, mechanistic target of rapamycin.

**Table 3:** Putative target genes involved in the Hedgehog signaling pathway.

RefSeq	Gene Name	Targeting miRNA	Other Involved Pathways
NM_007554	Bmp4	mmu-miR-378	TGF-β signaling pathway, signaling pathways regulating pluripotency of stem cells, pathways in cancer, basal cell carcinoma
NM_173185	Csnk1g1	mmu-miR-202-3p	-
NM_134002	Csnk1g2	mmu-miR-378	-
NM_008086	Gas1	mmu-miR-188-5p	-
NM_010296	Gli1	mmu-miR-188-5p	cAMP signaling pathway, pathways in cancer, basal cell carcinoma
NM_008130	Gli3	mmu-miR-378	
NM_020259	Hhip	mmu-miR-342-3p	
NM_010544	Ihh	mmu-miR-34a	-
NM_011100	Prkacb	mmu-miR-34a	MAPK signaling pathway, Ras signaling pathway, calcium signaling pathway, cAMP signaling pathway, apoptosis, adrenergic signaling in cardiomyocytes, platelet activation, cholinergic synapse, insulin signaling pathway, ovarian steroidogenesis, estrogen signaling pathway, melanogenesis, thyroid hormone synthesis, vasopressin-regulated water reabsorption, salivary secretion, bile secretion, pathways in cancer, proteoglycans in cancer, dilated cardiomyopathy
NM_175031	Stk36	mmu-let-7i	Pathways in cancer, basal cell carcinoma
NM_015752	Sufu	mmu-miR-34a	
NM_009526	Wnt6	mmu-miR-378	Signaling pathways regulating pluripotency of stem cells, melanogenesis, pathways in cancer, proteoglycans in cancer, basal cell carcinoma
NM_009522	Wnt3a	mmu-let-7i	
NM_009521	Wnt3	mmu-miR-342-3p	
NM_011718	Wnt10b		
NM_139298	Wnt9a	mmu-let-7i, mmu-miR-342-3p	
NM_009519	Wnt11	mmu-miR-188-5p	

TGF, transforming growth factor; cAMP, cyclic adenosine monophosphate; MAPK, mitogen-activated protein kinase.

**Table 4:** Primer sequences of mRNA used for qRT-PCR analysis.

Gene	Forward (5’ to 3’)	Reverse (5’ to 3’)
*Ppm1f*	GCTTCTTCAACTGCCTTTGG	CCATGACCATCAAACACAGC
*5830404H04Rik*	GCTGGCTCATTTTCTTCAGG	CGGAAGAAAAGCACCATCAT
*Slc1a2*	TCTGAGGAGGCCAATACCAC	TTCATCCCGTCCTTGAACTC
*Prom2*	GTGTGACATGATGGCTGACC	ACCCTGGGGATATGGAAAAG
*Pkaa2*	CGGCGCCTTTCCTTGAATAT	GGCCTGTTCCTCACGGTATTA
*Marcksl1*	GGCAGCCAGAGCTCTAAGG	TCACGTGGCCATTCTCCT
*Khk*	AGCCTCATGGAAGAGAAGCA	GGAGGTCATCCAGGACAAAA
*Gabra3*	ATGTGGCACTTTTATGTGACCA	CCCCAGGTTCTTGTCGTCTTG
*Col9a3*	CAAGGATGGCATTGATGGAG	CAGACCATCTACACCAGGCAGT
*Fbxl22*	ATGGGCAAGCAGGTTAAATG	CACGCGAACAGAACAGAAAA
*Bmp4*	GAGGAGGAGGAAGAGCAGAG	TGGGATGTTCTCCAGATGTT
*Csnk1g1*	CAGTGGTTTTCACCTTCTGG	AGGCCTTCACCTGCACTG
*Csnk1g2*	TACTACTTCGGCCCTTGTGG	GGCTTCACGTCACGGTAGAT
*Gas1*	TAAATTGCTTGTGACCACTG	GAGCATTACCGATGGATAGA
*Gli1*	TGTGTGAGCAAGAAGGTTGC	ATGGCTTCTCATTGGAGTGG
*Gli3*	GCAACCTCACTCTGCAACAA	CCTTGTGCCTCCATTTTGAT
*Hhip*	GGTCACATCTTGGGATTTGG	TCCATTGTGAGTCTGGGTCA
*Ihh*	CAATCCCGACATCATCTTCA	AGTTCAGACGGTCCTTGCAG
*Prkacb*	TCTTTCCTGCGTCATCAGTG	AAGGGAGCACTGGTCAGAGA
*Stk36*	CCAGGAGAGTAGCAGCATCC	TGTCTGCTCGGAATCATCTG
*Sufu*	TCCAGGTTACCGCTATCGTC	TCCACTGTTGGGCTGAATGT
*Wnt6*	TGTCAGTTCCAGTTCCGTTTCC	GCTGCGGTGATTGCAAACA
*Wnt3a*	GGCTCCTCTCGGATACCTCT	GGGCATGATCTCCACGTAGT
*Wnt3*	CAAGCACAACAATGAAGCAGG	TCGGGACTCACGGTGTTTC
*Wnt10b*	ACGACATGGACTTCGGAGAGAAGT	CATTCTCGCCTGGATGTCCC
*Wnt9a*	GGCACAGGGTTACAAACAAC	GGACAGAGGCAACTGAGAAA
*Wnt11*	ATGTGCGGACAACCTCAGCTA	CGCATCAGTTTATTGGCTTGG

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/17/6/961/s1.

## Abbreviations

HBV/HCV	hepatitis B/C virus
NASH	non-alcoholic steatohepatitis
miRNA	microRNAs
HSC	hepatic stellate cells
TGF	transforming growth factor
CCl_4_	carbon-tetrachloride
GO	gene ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
H&E	hematoxylin-eosin stain
qRT-PCR	quantitative reverse transcriptional polymerase chain reaction
C2cd2	C2 calcium-dependent domain containing 2
Ppm1f	protein phosphatase 1F
Slcla2	solute carrier family 1
Prom2	prominin 2
Prkaa2	protein kinase, AMP-activated, α 2 catalytic subunit
Marcksl1	MARCKS-like 1
Khk	ketohexokinase
Gabra3	γ-aminobutyric acid (GABA) A receptor, subunit α 3
Col9a3	collagen, type IX, α 3
TCA	tricarboxylic acid
Fbxl22	F-box and leucine-rich repeat protein 22
Hh	hedgehog
TNF	tumor necrosis factor
Bmp4	bone morphogenetic protein 4
Csnk1g1	casein kinase 1 γ 1
Gas1	growth arrest specific 1
Gli1	GLI-Krüppel family member 1
Hhip	Hh-interacting protein
Ihh	Indian hedgehog
cAMP	cyclic adenosine monophosphate
Prkacb	cAMP-dependent protein kinase catalytic subunit β
Stk36	serine/threonine kinase 36
Sufu	suppressor of fused homolog
MMTV	mouse mammary tumor virus
Wnt	wingless-type MMTV integration site family
MAPK	mitogen-activated protein kinase
mTOR	mechanistic target of rapamycin
HIF	hypoxia-inducible factor
FASN	fatty acid synthase
HMGCR	3-hydroxy-3-methylglutaryl-CoA reductase
MMP9	matrix metallopeptidase 9
DMN	dimethylnitrosamine
MCD	methionine/choline-deficient
NBF	neutral buffered formalin
RNU1A	U1A small nuclear RNA
SEM	standard error of the mean
GO	gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

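Total liver RNA of 3 mice treated with CCl4 and 3 mice given corn oil was measured on 1-color miRNA arrays, with 1 array for each mouse. For the scanner output, the authors extracted spot and miRNA signals with Feature Extraction 11.0.1.1, and the values are intensities on a linear scale, background subtracted and not normalized between arrays. The total signal of an undetected miRNA is set to 0.1 by that software. The second kind of values the authors deposited are intensities of 111 miRNAs after quantile normalization. Groups and replicate numbers were taken from the sample labels and the paper.

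The main comparison followed the paper's methods section. Control spots were left out, and the total signal of each miRNA was kept where the detection flag was set on all 6 arrays, which left 166 of 1247 miRNAs. These were put on the log2 scale, quantile normalized and fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with treatment as the only term. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data for this comparison, with 166 miRNAs and 20 of them changed by 2 on the log2 scale in each of 50 runs. It recovered 80.7% of the changed miRNAs, with a median of 1 false call per run and at most 3. Without any change the median was 0 calls and the most 2. The simulated errors were independent between miRNAs and equal in spread in both groups, whereas the third CCl4 array departed over many miRNAs at once. Most called miRNAs also changed by less than 2 on the log2 scale. The simulation therefore gives neither the recovery nor the false calls of the fit on these arrays.

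Lists of GU-repeat, hepatocyte, immune, mesenchymal and red cell miRNAs were fixed before the data were examined, as were their tests and most alternatives, but after Table S1, which gives changes from these arrays, had been read. They were tested with camera at a preset correlation of 0.01, with fry beside it, adjusted over the 5 lists. The text names the miRNAs of Table 1, all called miRNAs, miR-3072-5p and miR-1904, the miRNAs the paper names elsewhere, list members, the 5 with the largest bounds among those detected in 1 group, and the 3 most abundant. Other miRNAs named were chosen after their values were seen. Lists of brain, muscle, pancreatic acinar, endocrine, kidney and trunk, testis and epithelial miRNAs were written after the values of the third CCl4 array had been seen.

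A miRNA with at most 50% of its spots well above background on every array of a group has only a bound there. The bound sets the mean normalized log2 signal of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the miRNA's own signal and the lowest signal of a miRNA well above background. It is given only where an own signal lay under that floor. For miRNAs detected in 1 group, the lowest detected signal after scaling to the 75th percentile was used in the same way, and the fold is given only where over 50% of the spots were well above background on all arrays of that group, a limit set after the values were seen.

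Alternatives covered the signal per miRNA, the normalization, the detection filter, the deposited values, the replicate number as a block, the moderation and each array left out. Chosen after seeing the data were normexp background correction with an offset of 50 on the median spot signal, the fits over the miRNAs of Table S1, and array weights. Target prediction, gene ontology, pathway enrichment, histology and qRT-PCR of the paper were not analysed here. Of the tables of predicted targets, only parts were held, and no set test was run on them. The gene table is of assembly GRCm38.p6 while the scanner output names another build, so no coordinates are given. The precision of all values is limited by the number of arrays, and for dim miRNAs by the share of spots above background.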

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

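The tests of explanations reported here were chosen after the results were seen, except the test of the direction of the probes on the third CCl4 array.

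In data outside the tables of the paper, 111 miRNAs were detected on CCl4 replicate 3 alone, against 6 and 1 on the other CCl4 arrays alone and 4, 0 and 0 on the corn oil arrays. The brightest were miR-127-3p with a signal of 818, miR-375-3p with 769 and miR-10b-5p with 715. Several technical explanations were tested. A brighter array would raise hepatocyte miRNAs alike, but their median log2 signal before scaling was -2.34 relative to the other CCl4 arrays. A local fault could move the probes of 1 miRNA in different directions. Of 153 miRNAs over 4-fold from the other CCl4 arrays, 96.1% had all probes moved the same way. Selection for a large change in the signal of a miRNA by itself favors probes that move together, so this cannot exclude a local fault. A label exchanged with a corn oil array would leave that array apart, but the lowest rank correlation between corn oil arrays was 0.985. A single imprinted cluster is not the whole cause, because 41 of the 111 lie between Dlk1 and Dio3 and 48 matched a gene elsewhere. The remaining 22 were not matched. Fewer hepatocytes in this liver would raise the lists of other cell types alike, but the mesenchymal list rose by 1.60 more than the immune list, against an SD of 0.89. The red cell list rose by 2.12 and the mesenchymal list by 1.64, and single immune miRNAs ranged from -0.04 to 2.11, so fewer hepatocytes are argued against as the whole cause and stay open as a part. RNA of another tissue remains a candidate explanation: of 225 miRNAs detected on both other CCl4 arrays, 99 were bright enough there to show a fall over 2-fold further than that of miR-122-5p, and 0 did. Other explanations allow this as well. No tissue can be named. Of the lists of tissue miRNAs, 3 of 6 brain, 3 of 3 endocrine, 4 of 5 kidney and trunk, 2 of 8 testis and 2 of 6 epithelial miRNAs were detected on this array, and 0 of 5 muscle and 0 of 3 pancreatic acinar miRNAs. Of these lists, both other CCl4 arrays also detected 0 brain, 1 endocrine, 1 kidney and trunk, 0 testis and 3 epithelial miRNAs. The highest signals were 33.9 for brain, 985 for endocrine, 1320 for kidney and trunk, 244 for testis and 9.46 for epithelial miRNAs. A difference in the response of this liver to CCl4 was not tested and stays open.

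The paper does not report 8 of the called miRNAs, which are outside Table S1. They are miR-3082-5p, miR-3096b-3p, miR-1949, miR-203-3p, miR-22-5p, miR-199b-5p, miR-99b-5p and miR-199a-5p. Dim signals near the detection limit are not the cause for 5 of them. miR-22-5p and miR-203-3p were well above background on over 50% of the spots of all arrays. miR-3082-5p, miR-3096b-3p and miR-199b-5p were so at all spots of the CCl4 arrays, and with dim signals raised to the floor and any 1 array left out their log2 changes were at least 2.84, 1.39 and 1.92. For the other 3, miR-1949, miR-99b-5p and miR-199a-5p, dim signals stay open. A biological change with CCl4 stays open for all 8. Without CCl4 replicate 3 the change of miR-22-5p was -0.92, under 2-fold.

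The detection filter also leaves out 22 miRNAs detected on all CCl4 arrays and on no corn oil array. With 1 array left out at a time the count was 22 to 32 and included these 22. With over 50% of the spots well above background as the rule the count was 21, but only 2 of the 22 were among them, so most of the 22 are dim on at least 1 CCl4 array. For miR-705, miR-466f-3p and miR-30c-1-3p the bounds were under 1-fold, so detection on the CCl4 arrays alone does not show a rise. The paper does not report any of the 22. The same confounding of treatment with slide row applies to them, and the mean log10 signal of the hybridization spike-ins was 0.0699 higher on the CCl4 arrays, against SDs of 0.0371 and 0.0687 within the groups. The labeling spike-ins were at 3.53 on the CCl4 arrays and 3.42 on the corn oil arrays, with SDs of 0.0887 and 0.0442. Position on the slide cannot be told apart from treatment.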

How the results depend on the processing

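The settings chosen after the data were seen are normexp background correction, the 111 miRNAs from scanner totals, the same without CCl4 replicate 3, and array weights, and the others were set before.

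Over all alternatives for the 12 miRNAs of Table 1, 159 results kept direction and call and 4 reversed direction. With the direction kept, 73 lost the call, whatever the size of the change, and 4 gained it. miR-574-5p and miR-466i-5p kept their calls in all 16 alternatives set before the data were seen. These alternatives reuse the same arrays. The paper also measured both by qRT-PCR, and neither is among the miRNAs whose rise it reports as reproduced there. The number of called miRNAs changed from 20 to 34 with the wider detection filter, 1028 without filter, 12 with the deposited values and with the 111 miRNAs from scanner totals, 4 with normexp and 31 with array weights. The higher miRNAs changed from 12 to 7 with the deposited values and with the 111, and 4 with normexp. The lower miRNAs changed from 8 to 5 with the 75th percentile, 0 without normalization, 19 with the wider filter, 1017 without filter, 5 with the deposited values and with the 111, 0 with normexp and 13 with array weights. Of the 12 miRNAs of Table 1, 11 were called, and 7 with the 75th percentile, 6 with quantile normalization over all miRNAs before the filter, without normalization or without filter and 3 with normexp. The higher share of calls was 60.0%, against 100% without normalization, which raised the median of all miRNAs from -0.14 to 0.99. The cause of the other changes was not tested, apart from the wider filter and no filter, which change the number of miRNAs tested and give undetected miRNAs the floor of their array. With the wider filter, 6 of the 19 lower miRNAs were detected on all CCl4 arrays and on at most 1 corn oil array.

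With each array left out, the calls numbered 5 to 28, the higher 5 to 15, the lower 0 to 13, and those of Table 1 2 to 11. The fewest came without CCl4 replicate 1 (5) and the most without CCl4 replicate 3 (28). The median of the immune list lay between 0.17 and 0.99, and the miRNAs detected in corn oil alone numbered 1 to 2, against 0 where over 50% of the spots had to be well above background.

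The replicate number as a block gave 6 calls, 6 higher and 0 lower, and 2 of Table 1. The correlations of deviations of same-numbered livers were -0.18, 0.11 and 0.03, so the livers share only a number, and the block costs degrees of freedom.

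The GU-repeat median reversed to -3.17 without filter, which is also the median of all miRNAs at the floor, and was 3.13 with the 111 miRNAs without CCl4 replicate 3 (adjusted p = 0.052). Without normalization the hepatocyte median was -1.16, the immune median 2.03 and the red cell median 0.54, reversed. The immune median was -0.31 without filter. The mesenchymal median was 0.90 with the deposited values and the 111, and 0.40 with the 111 without CCl4 replicate 3, and a single member was left in the deposited values.

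Reversed without normalization were miR-378a-3p (0.0292), miR-202-3p (0.00371), miR-212-3p (0.0936), miR-22-5p (0.17), miR-1904 (0.46), miR-21a-5p (0.55), miR-19b-3p (0.75) and miR-200a-3p (0.84). Without filter, miR-5119 (-0.70), miR-3072-5p (-0.77) and miR-200b-3p (-1.72) reversed. Quantile normalization over all miRNAs before the filter reversed miR-3072-5p (-0.0586) and miR-200b-3p (-0.52), the wider filter miR-200b-3p (-0.999), and the 75th percentile miR-29a-3p (-0.21), miR-200b-3p (-0.0869) and miR-26a-5p (-0.14). The mean spot signal and normexp gave 0.0289 and 0.0313 for miR-200a-3p. Array weights reversed miR-21a-5p (0.40), miR-29b-3p (-0.0177) and miR-200a-3p (0.90), and the 111 without CCl4 replicate 3 reversed miR-21a-5p (0.46), miR-29b-3p (-0.0446) and miR-26a-5p (-0.00972). With each array left out, miR-21a-5p ranged from -0.62 to 0.47, miR-29b-3p from -0.0457 to 0.76, miR-200a-3p from -0.92 to 0.56, miR-200b-3p from -0.70 to 0.75 and miR-26a-5p from -0.0103 to 0.53. For these the direction depends on 1 liver.

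Normexp on the mean spot signal, the 75th percentile over all miRNAs, the slide as a block and the GU-repeat list by sequence were not run. The percentile over all miRNAs falls on the value set for undetected miRNAs on most arrays, and there was 1 slide. The signal over background limits the change of miR-188-5p and miR-5119 on the corn oil arrays.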

Differences from the paper's values

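The number of called miRNAs was 20, and the paper's is 12. Of the alternatives set before the data were examined, the counts within 1.5 times of the paper's were 16 with the mean spot signal, 16 with the 75th percentile, 15 with quantile normalization over all miRNAs before the filter, 18 without normalization and 12 with the deposited values. The counts from quantile normalization on the linear scale (20), the wider filter (34), no filter (1028), the replicate block (6), moderation with trend and robust (21), an adjusted p with no fold limit (22), an unadjusted p with the fold limit (29) and each array left out (5 to 28) were further away. The scanner totals of the 111 miRNAs of Table S1, a setting chosen after seeing the values, also gave 12.

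Of these miRNAs 12 were higher and 8 lower, and the paper's are 7 and 5. For those higher, the mean spot signal (9), quantile normalization over all miRNAs before the filter (9), the deposited values (7), the replicate block (6), each corn oil array left out (5 to 6) and CCl4 replicate 1 left out (5) came within 1.5 times, and the other alternatives set before the data were examined did not. For those lower, the mean spot signal (7), the 75th percentile (5), quantile normalization over all miRNAs before the filter (6) and the deposited values (5) did, and the others set before did not. The 111 miRNAs from scanner totals, chosen after seeing the values, gave 7 and 5.

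The log2 fold change of miR-574-5p was 3.41, and the paper's is 3.625210638. The 2 values are within the larger SD of the groups with the mean spot signal (3.45), the 75th percentile (3.44), quantile normalization on the linear scale (3.46), the deposited values (3.63) and corn oil replicate 3 (3.46), CCl4 replicate 2 (3.51) or CCl4 replicate 3 (3.39) left out. They are not with the other alternatives set before the data were examined. Of the settings chosen after seeing the values, the 111 miRNAs of Table S1 from scanner totals gave 3.63, the same without CCl4 replicate 3 3.37, array weights 3.49 and normexp 2.05.

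The log2 fold change of miR-342-3p was 0.85, and the paper's is 1.180557713. The 75th percentile (1.11) and the deposited values (1.18) came within the larger SD of the groups, and the other alternatives set before the data were examined did not. The paper calls miR-342-3p, which was called here with the 75th percentile, without normalization (2.26), with the deposited values, and with the 111 miRNAs from scanner totals (1.18), the last chosen after seeing the values.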

Other observations

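The lists and their tests were chosen before the array values were seen but after Table S1 had been read, and the tests of explanations reported here were chosen after the results were seen.

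The 4 GU-repeat miRNAs detected on all arrays, miR-574-5p, miR-466i-5p, miR-3082-5p and miR-467f, were higher in the CCl4 group, with a median log2 change of 3.21 (camera adjusted p = 2.7e-05 and fry adjusted p = 3.8e-04, all 4 higher). Table S1 gives the changes of 3 of the 4, so these p-values describe a pattern already known for them and do not test a prediction. miR-467f changed by only 0.57 (limma adjusted p = 0.28), and its values in the groups overlapped. At most 10.0% of its spots were well above background on the corn oil arrays. With quantile normalization over all miRNAs before the filter, 3 of the 4 were higher and the lowest change was -0.49. Scaling is not the cause of the higher list median, because the lowest median over the 5 scalings was 3.11. Neither is CCl4 replicate 3, because the median without it was 3.29. The adjusted p lay between 2.4e-07 and 0.081 over the alternatives set before the data were seen. A candidate explanation is that 1 labeled RNA is read by several probes. The 6 GU-repeat miRNAs detected on all CCl4 arrays kept near ratios between these arrays, and only 2.19% of 10000 random lists of the same brightness had ratios as close. From CCl4 replicate 1 to 2 the ratios were 0.573, 0.580, 0.585, 0.581 and 0.598 for miR-1187, miR-3082-5p, miR-466i-5p, miR-574-5p and miR-669n, and 0.547 for miR-467f, which departed on the third array (0.644 against 2.12 to 2.21). A shared regulation of these miRNAs stays open. In the paper's qRT-PCR, miR-574-5p and miR-466i were tested and are not among the miRNAs with a reproduced rise. By splits of the livers alone, of which the treatment is 1 of 10, chance cannot be excluded, because so few splits cannot do so whatever the values.

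The mesenchymal list had a median change of 1.28 (camera adjusted p = 2.2e-03, fry adjusted p = 0.035, all 5 higher), the immune list 0.52 (camera adjusted p = 0.26, 3 of 3 higher), the hepatocyte list -1.73 (adjusted p = 0.26, 0 of 4 higher) and the red cell list -0.55 (adjusted p = 0.43, 0 of 2 higher). The fry result of the mesenchymal list depends on single livers, with an adjusted p of 0.13, 0.14 and 0.077 without corn oil replicates 1, 2 and 3, and 0.090, 4.9e-03 and 0.079 without CCl4 replicates 1, 2 and 3. Of 16 alternatives, 15 passed camera and 8 of these also passed fry. The hepatocyte median was -0.52 without CCl4 replicate 3. Its camera adjusted p lay between 1.2e-07 and 0.47 over the 16 alternatives. The hepatocyte list passed camera in 1 of these, without normalization, and did not pass fry there (fry adjusted p = 0.31). The red cell median lay between -0.77 without corn oil replicate 1 and -0.20 without CCl4 replicate 2. Fewer hepatocytes alone would raise the lists of the other cell types alike. Without CCl4 replicate 3 the mesenchymal list lay 2.08 above the red cell list, against an SD of 0.73. That gap rests on 2 red cell miRNAs, and miR-451a had signals of 699 and 302 on CCl4 replicates 1 and 2. With replicate 3 left out, the mesenchymal and immune medians were 1.36 and 0.99, closer together than that SD. So only the red cell list argues against fewer hepatocytes, which stay open. More immune and mesenchymal cells may add to the pattern, and without CCl4 replicate 3 the immune median was 0.99 (camera adjusted p = 0.047, range 9.5e-05 to 0.48 over the alternatives), but the arrays do not measure cell numbers. For the mesenchymal list too, splits of the livers alone, with the treatment 1 of 10, cannot exclude chance.

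For the count of changed miRNAs, splits of the livers alone, with the treatment 1 of 10, cannot exclude chance by design. Slide row and treatment cannot be told apart, with hybridization spike-in signals 0.0699 apart on the log10 scale and labeling spike-in signals 0.111 apart, the latter above the SDs of both groups, 0.0887 and 0.0442.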
